A study of Homo sapiens with 12 samples. Its data were reported in "DeSUMOylation of chromatin-bound proteins limits the rapid transcriptional reprogramming induced by daunorubicin in acute myeloid leukemias" (2023).

How the data were processed

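Polyadenylated RNA of HL-60 cells was sequenced in 12 libraries, 3 replicates of each of 4 groups treated for 3 h with DMSO, 1 µM DNR, 0.5 µM ML-792 or both. The authors mapped the reads to the human genome (hg19, GRCh37) with TopHat2 2.1.1 on Bowtie2 2.3.5.1 and counted reads per gene with HTSeq 0.11.1, and the deposited count table gives these raw counts. The submitters' processing notes also name Cufflinks 2.2.1, Picard and DESeq2, the last pair without a version. A deposited table of normalized signal holds the same counts divided by 1 size factor per library (0.843 to 1.33). The authors' deposited table of comparisons gives DESeq2 log2 fold changes and adjusted p-values per gene (p-value unit, false discovery rate). The strand setting of the counting is not given in the sources used here, so that values of overlapping and antisense genes are uncertain, as are those of near-identical copies such as HSPA1A and HSPA1B, CCL4 and its relatives, and histone genes.

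All values came from the raw counts, and the deposited comparison table served only for the counts credited to it and the overlap with them. The 5 counter lines of HTSeq were left out. Of the records, 65.3% to 67.4% were in genes, 26.6% to 29.2% had more than 1 alignment, 3.05% to 3.77% fell outside genes and 2.26% to 2.83% were ambiguous. Reads in genes ranged from 28647951 to 46451654 per library. Of 42157 genes counted, 24018 had a read and 13696 were tested, those that passed edgeR's filterByExpr by group (minimum count 10, minimum total 15). No library was a copy of another: within groups the chi-square per gene between libraries was 17.0 to 84.8, and r of log2 CPM across genes 0.988 to 0.995. Intervals and floors (3 counts over a group) cover counting error only, since there are no molecular identifiers. The p-values measure the spread between these replicate cultures.

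The edgeR 4.0.16 quasi-likelihood test with TMM factors (0.954 to 1.04) was fitted to all 12 libraries with a group term, in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 2-fold. The 6 comparisons were DNR vs DMSO, ML-792 vs DMSO, ML-792+DNR vs DMSO, ML-792+DNR vs DNR, ML-792+DNR vs ML-792 and the interaction. CPM values use TMM-scaled library sizes. An exact two-sided permutation test of 3 libraries against 3 cannot go below p = 0.1, so none was used for single genes.

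The 27 gene lists were NF-kB targets, cytokines and chemokines, immediate early genes, interferon-stimulated genes, p53 targets, pro-apoptotic genes, anti-apoptotic genes, replication-dependent histones, DNA replication and S phase, mitosis genes, MYC and ribosome biogenesis, heat shock response, integrated stress and unfolded protein response, NRF2 oxidative stress targets, hypoxia and glycolysis, DNA damage repair genes, SUMO pathway, CTCF with cohesin and chromatin silencers, myeloid maturation, primary granule genes, cholesterol synthesis, cytosolic ribosomal proteins, mitochondrially encoded transcripts, lymphocyte markers, erythroid markers, stromal and epithelial markers, and study genes. Each was tested against the other genes with limma 3.58.1's camera on voom values, with a preset correlation of 0.01 and, as an alternative, an estimated correlation, adjusted over the lists of a comparison. Gene coordinates come from a GENCODE annotation on GRCh37.

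Genes named in a comparison were the 8 study genes (CXCL10, FOSB, NFKB2, IER3, EGR1, ICAM1, MYC and CTCF), the 8 called genes with the largest rise and the 8 with the largest fall among those with a mean of at least 5 CPM in the higher group and non-overlapping libraries, and up to 4 called members of each list with the largest change, or the 2 most abundant tested members of a list without one. Comparisons, tests, thresholds, lists, this rule and the alternatives were fixed before the data were examined, apart from those said to be added later.

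Replicate numbers were tested as pairing by correlating, across genes, the deviations from group means. The 18 pairs of libraries with the same number had r from 0.0722 to 0.587 and the 36 pairs with different numbers from −0.498 to 0.0913. Values with a replicate block are given beside the results where every pair of the comparison had r of at least 0.1, which left out DNR vs DMSO (replicate 1 pair r = 0.0852) and the interaction.

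Alternatives were DESeq2 1.42.0, median-of-ratios size factors, library size only, no count filter, a mean of at least 1 CPM, a replicate block, the groups of the comparison only, limma voom, no fold minimum, a fold of at least 1.5, leaving out each library, and other selections of genes for the measure of how far ML-792 moved DNR changes. Added after seeing the data were replicates 2 and 3 only, genes called on both DNR-treated groups against both groups without DNR, this selection and the interaction test of NF-kB targets with each library left out, the list tests with each library left out, and a held-out form of the selection on ML-792+DNR vs ML-792. The code was tested on simulated data built from these counts: in DNR vs DMSO 76.1% of genes given a 2-fold change had an adjusted p below 0.05 and 43.3% were called, 93.9% of those given a 4-fold change were called, and 1 unchanged gene was called.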

Results

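HL-60 is an established human cell line derived from acute myeloid leukemia (AML). Cells were treated for 3 h with the vehicle dimethyl sulfoxide (DMSO), with 1 µM daunorubicin (DNR), with 0.5 µM ML-792, or with both drugs (ML-792+DNR). DNR is an anthracycline used against AML that intercalates into DNA and traps topoisomerase II. ML-792 inhibits the enzyme that activates SUMO, a small protein attached to other proteins, many of them bound to chromatin. Polyadenylated RNA was sequenced from 3 replicates in each of the 4 groups, and per the study's methods these came from independent experiments. Reads assigned to genes numbered 46.5, 31.5 and 38.0 M (mega) in the DMSO replicates 1, 2 and 3, 35.7, 32.3 and 31.4 M in DNR, 39.2, 34.1 and 32.8 M in ML-792, and 32.1, 42.0 and 28.6 M in ML-792+DNR. Each library had a read in 18340 to 19236 genes. Mitochondrially encoded transcripts took 4.01% of these reads in DMSO replicate 1, 6.27% in DNR replicate 1, 5.12% in ML-792 replicate 1 and 6.37% in ML-792+DNR replicate 1, against 2.49% to 3.48% in the libraries of replicates 2 and 3.

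The comparison of DNR with DMSO asks which transcripts DNR alone changes within 3 h. NF-kB targets and immediate early genes rose as groups, and the oncogene MYC, the chemokine receptor genes CCR1 and CCR7 and several mitosis genes fell. CXCL10, which encodes a chemokine that attracts T cells (chromosome 4, 76942271 to 76944650 on GRCh37), rose from 0.0432 ± 0.0748 counts per M reads (CPM) to 9.34 ± 1.99 CPM (SD, n = 3), a log2 fold change of 7.44 ± 0.60 (SE, adjusted p = 1.98e-06). Its DMSO level was 0.1295 CPM in replicate 1 and 0 CPM in replicates 2 and 3, so the size of this rise is uncertain. IER3, an early response gene that limits apoptosis (chromosome 6, 30710976 to 30712325), rose from 0.722 ± 0.447 to 43.6 ± 0.566 CPM (log2 5.97 ± 0.30, adjusted p = 3.24e-08). MYC (chromosome 8, 128747680 to 128755197) fell from 609.5 ± 105 to 115 ± 32.1 CPM (log2 −2.41 ± 0.28, adjusted p = 4.16e-05). In all, 557 of the 13696 tested genes rose and 399 fell, 6.98% of those tested (edgeR, adjusted p below 0.05 and a change of at least 2-fold). The authors' deposited table held 552 higher and 380 lower genes at the same thresholds, and 889 genes were shared with the calls made here. With replicates 2 and 3 only, a setting chosen after seeing the data because of the mitochondrial share, 304 genes rose and 264 fell.

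Among the 31 tested targets of NF-kB, the transcription factor family that drives inflammatory genes, 19 rose, 0 fell and 12 were not called (median log2 1.64, camera adjusted p = 1.2e-16, adjusted p = 0.0341 with an estimated correlation). NFKB2, which encodes an NF-kB subunit (chromosome 10, 104153867 to 104162281), rose from 4.80 ± 0.548 to 70.5 ± 6.79 CPM (log2 3.87 ± 0.19, adjusted p = 2.13e-08). TNFAIP3, an inhibitor of NF-kB signalling, rose by a log2 of 4.33 ± 0.20 (adjusted p = 2.13e-08), and ICAM1, a leukocyte adhesion molecule (chromosome 19, 10381769 to 10397291), by 4.86 ± 0.48 (adjusted p = 9.94e-06). BCL3 had 319 counts over the DNR group against 1 over the DMSO group, a ratio of 380 after depth (95% counting interval 67.7 to 15000). Of the 23 tested cytokine and chemokine genes 14 rose and 3 fell (median log2 1.53, camera adjusted p = 1.33e-05, adjusted p = 0.0982 with an estimated correlation). CXCL3 and CXCL8, which attract neutrophils, rose by log2 values of 5.92 ± 0.23 and 3.59 ± 0.28, and CCL4, with no count in DMSO, was at least 64.7-fold higher against a floor of 3 counts over the group. The cytokine genes that fell were TNFSF14 (log2 −3.58), OSM (log2 −1.12) and TNFSF10 (log2 −1.02, adjusted p = 0.00131), the first pair named after their values were seen. TNFSF10 fell under the 2-fold minimum without DMSO replicate 1 (log2 −0.97), DNR replicate 1 (log2 −0.92) or DNR replicate 3 (log2 −0.96).

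Of the 40 tested immediate early genes, which respond to stimuli without new protein synthesis, 24 rose and 1, MYC, fell (median log2 1.40, camera adjusted p = 1.92e-14, adjusted p = 0.0115 with an estimated correlation). The transcription factor genes JUN, FOSB, ATF3 and EGR1 rose by log2 values of 4.81 ± 0.32, 4.58 ± 0.30, 4.12 ± 0.26 and 2.52 ± 0.23 (adjusted p = 3.95e-07, 4e-07, 3.16e-07 and 5.96e-06). EGR1 (chromosome 5, 137801168 to 137804992) went from 19.0 ± 5.28 to 109 ± 17.9 CPM and FOSB (chromosome 19, 45971253 to 45978437) from 2.02 ± 0.0927 to 48.3 ± 13.4 CPM. Among 40 tested interferon-stimulated genes 7 rose, among them IRF7 (log2 3.21 ± 0.50) and the RNA sensor IFIH1 (log2 1.88 ± 0.09), and 0 fell (camera adjusted p = 0.0135, adjusted p = 0.483 with an estimated correlation). The 8 study genes, chosen by the study in part on these samples and so not independent evidence, held 6 that rose and 1 that fell (camera adjusted p = 0.000273, adjusted p = 0.0341 with an estimated correlation). CTCF, the insulator protein gene of that list (chromosome 16, 67596370 to 67673080), had a log2 change of −0.48 ± 0.10 (adjusted p = 0.00228), under the 2-fold minimum.

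Of 30 tested p53 targets 5 rose and 0 fell, in a line known to lack p53 (median log2 0.31, camera adjusted p = 0.00623, adjusted p = 0.0765 with an estimated correlation). These were BTG2, an antiproliferative early gene (log2 4.43 ± 0.25), the cell-cycle inhibitor CDKN1A (log2 2.74 ± 0.43), PLK2 (log2 2.73 ± 0.23), PMAIP1 (log2 1.78 ± 0.07) and the death receptor FAS (log2 1.40 ± 0.14). CDKN1A was scarce in both groups (0.097 CPM in DMSO and 0.649 CPM in DNR), so the size of its rise is uncertain. PMAIP1, a promoter of mitochondrial apoptosis also called NOXA, went from 64.1 ± 1.17 to 219.7 ± 10.2 CPM (adjusted p = 6.89e-09). PMAIP1, FAS and the stress factor DDIT3 (log2 1.17 ± 0.12) were the 3 of 27 tested pro-apoptotic genes that rose, and 1, TNFSF10, fell (camera adjusted p = 0.0601). Of 18 tested anti-apoptotic genes 5 rose and 0 fell, namely IER3, TNFAIP3, BIRC3 (log2 3.04 ± 0.25), BAG3 (log2 1.98 ± 0.28) and, named after its value was seen, HSPA1A (log2 1.06; camera adjusted p = 0.0116, adjusted p = 0.0816 with an estimated correlation). Another list holds 11 of the 20 anti-apoptotic genes, and without those the list was not called and its direction was downward (adjusted p = 0.752). Of 27 tested heat shock genes 6 rose and 0 fell, among them BAG3, DNAJB4 (log2 1.71 ± 0.17) and HSPA1B (log2 1.55 ± 0.17), the last nearly identical in sequence to HSPA1A, so that reads of the pair are hard to place (camera adjusted p = 0.0132, adjusted p = 0.405 with an estimated correlation). In the integrated stress and unfolded protein response list ATF3, PPP1R15A (log2 2.49 ± 0.17) and DDIT3 rose and VLDLR fell (log2 −1.34 ± 0.18) of 28 tested (camera adjusted p = 0.523, with a median of −0.01 and a mean of 0.26). SQSTM1, an autophagy receptor (log2 1.82 ± 0.14), was the only one of 20 tested NRF2 oxidative stress targets that rose, and 0 fell (camera adjusted p = 0.0116, adjusted p = 0.264 with an estimated correlation). Of 30 tested hypoxia and glycolysis genes ADM rose (log2 3.02 ± 0.36) and SLC2A3 fell (log2 −1.03 ± 0.20; camera adjusted p = 0.213), the latter under the 2-fold minimum without DMSO replicate 2 (log2 −0.99), DNR replicate 1 (log2 −0.94) or DNR replicate 3 (log2 −0.97).

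Of 37 tested mitosis genes 0 rose and 7 fell, among them CENPA, the centromere histone (log2 −1.91 ± 0.19), and the mitotic kinesin KIF20A (log2 −1.77 ± 0.19; list median −0.56, camera adjusted p = 4.87e-11, adjusted p = 0.219 with an estimated correlation). Of 45 tested DNA replication and S phase genes E2F1 rose (log2 1.19 ± 0.09) and 0 fell (list median 0.23, camera adjusted p = 4.3e-06, adjusted p = 0.0982 with an estimated correlation). MYC and the transcription factor gene MYB (log2 −1.20 ± 0.15) were the members called, both lower, of 32 tested MYC and ribosome biogenesis genes (camera adjusted p = 0.0132, adjusted p = 0.661 with an estimated correlation). The myeloid regulators CEBPA (log2 −1.26 ± 0.15) and GFI1 (log2 −1.10 ± 0.09) and the receptor gene TLR4 (log2 −1.58 ± 0.22) fell among 21 tested myeloid maturation genes, and 0 rose (camera adjusted p = 0.0601). LIG4, a ligase of DNA end joining (log2 −1.51 ± 0.11), and H2AFX (log2 −1.06 ± 0.37, adjusted p = 0.0452) fell among 37 tested DNA repair genes (camera adjusted p = 0.000273, adjusted p = 0.379 with an estimated correlation). H2AFX lost its call when any of the DMSO or DNR libraries was left out, with adjusted p from 0.0516 without DMSO replicate 1 to 0.128 without DNR replicate 2, and with DESeq2 (adjusted p = 0.0591). Of the 59 replication-dependent histone genes listed, 0 had a mean of at least 5 CPM in DMSO in these libraries of polyadenylated RNA. Results for this list, here and below, therefore rest mostly on low counts. Of 28 tested replication-dependent histone genes 2 fell, HIST1H1E (adjusted p = 0.0257) and HIST1H4B (adjusted p = 0.0364), both below 1 CPM in DMSO (camera adjusted p = 0.153). Neither call held with every library left out (HIST1H1E adjusted p = 0.0518 without DMSO replicate 1, 0.06 without DMSO replicate 2, 0.111 without DNR replicate 1 and 0.0885 without DNR replicate 3, and HIST1H4B 0.108 without DMSO replicate 1, 0.107 without DMSO replicate 3, 0.157 without DNR replicate 1 and 0.0894 without DNR replicate 3). Among surface receptors, CCR1 (log2 −4.15 ± 0.31) and CCR7 (log2 −2.55 ± 0.26) fell, as did the signalling adaptor SLA (log2 −3.41 ± 0.30), TAGAP (log2 −2.92 ± 0.35) and C16orf54 (log2 −3.76 ± 0.31).

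No member was called among 62 tested cytosolic ribosomal proteins (list median 0.18, camera adjusted p = 6.59e-06, adjusted p = 0.462 with an estimated correlation) or 26 tested genes of CTCF, cohesin and chromatin silencers (list median −0.15, camera adjusted p = 0.0132, adjusted p = 0.516 with an estimated correlation). The same held for 26 tested SUMO pathway genes (camera adjusted p = 0.893), 14 primary granule genes (0.274), 23 cholesterol synthesis genes (0.658), 13 mitochondrially encoded transcripts (0.358) and 4 lymphocyte markers (0.905). MPO, the myeloperoxidase of the granules, stood at 11260 ± 593 CPM in DMSO and 10320 ± 201 CPM in DNR (adjusted p = 0.334). The erythroid and the stromal and epithelial marker lists had 1 and 2 tested members and no called member, with KLF1 at 0.922 ± 0.266 CPM and KRT8 at 2.45 ± 0.476 CPM in DNR. Adjusted over the list alone, the counts of called members were the same in every list of this comparison except the histones, where it was 0. Other lists hold 9 of the 35 NF-kB targets, 8 of the 45 immediate early genes and 10 of the 36 p53 targets, and the study picked 3, 4 and 0 of them. Without genes that another list holds, the interferon-stimulated genes (adjusted p = 0.0756), p53 targets (0.0802) and heat shock genes (0.0739) were no longer called. With a library left out, a setting chosen after seeing the data for lists, camera passed in every case for 12 of the 15 lists called. The heat shock list did not pass without DMSO replicate 3 (adjusted p = 0.0548) or DNR replicate 2 (0.136), the interferon list without DNR replicate 3 (0.0528), and the MYC list without DMSO replicate 2 (0.0773) or DNR replicate 3 (0.0747). The myeloid list passed without DMSO replicate 1 (0.0303) or DNR replicate 3 (0.0343), the pro-apoptotic list without DMSO replicate 3 (0.0467) or DNR replicate 1 (0.0278), and the histones without DNR replicate 3 (0.048).

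The comparison of ML-792 with DMSO asks what blocking SUMO attachment does by itself. MIR17HG, the host transcript of a microRNA cluster that MYC activates (chromosome 13, 91999940 to 92049846), rose from 42.3 ± 6.12 to 359 ± 85.5 CPM (SD, n = 3; log2 3.09 ± 0.18 (SE), adjusted p = 2.76e-06). CA2, a carbonic anhydrase (chromosome 8, 86376197 to 86393722), rose from 18.7 ± 1.86 to 79.2 ± 10.8 CPM (log2 2.09 ± 0.14, adjusted p = 5.81e-06), and IER3 rose by a log2 of 2.81 ± 0.31 (adjusted p = 0.00137). PTPRE, a tyrosine phosphatase, fell from 31.5 ± 1.49 to 12.5 ± 0.621 CPM (log2 −1.34 ± 0.12, adjusted p = 0.000262). In all 10 genes rose and 1 fell. The others that rose were CLEC5A (log2 1.37 ± 0.18) and, named after their values were seen, C1orf132, CHRNA6, RUBCNL, SERPINB2, SPRY4 and TMEM71. MYC stood at 1283 ± 231 CPM against 609.5 ± 105 CPM in DMSO, a log2 difference of 1.07 ± 0.27 that was not called (adjusted p = 0.195). CXCL10 had 2 counts over the ML-792 group and 6 over the DMSO group, a ratio of DMSO to ML-792 of 2.69 after depth (95% counting interval 0.481 to 27.2). NFKB2 (log2 0.05 ± 0.19), EGR1 (log2 −0.05 ± 0.23), ICAM1 (log2 −0.25 ± 0.66), FOSB (log2 −0.12 ± 0.33) and CTCF (log2 −0.03 ± 0.10) each had an adjusted p of 1.

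IER3 was the only list member called. The histones (median log2 0.50, camera adjusted p = 0.00141), MYC and ribosome biogenesis genes (0.10, 0.000686), heat shock genes (0.08, 0.0191), primary granule genes (0.18, 0.00524), cytosolic ribosomal proteins (0.05, 0.00535) and mitochondrially encoded transcripts (0.22, 0.0427) passed, each with an adjusted p = 0.944 with an estimated correlation. The study genes, not independent evidence, had a camera adjusted p of 0.0409 (adjusted p = 0.708 with an estimated correlation). Each of these 7 lists lost its call with some library left out, the histones without ML-792 replicate 2 (adjusted p = 0.443), the MYC list without DMSO replicate 3 (0.109) or ML-792 replicate 2 (0.136), and the heat shock list without DMSO replicate 3 (0.109), ML-792 replicate 1 (0.0913) or ML-792 replicate 2 (0.362). The granule list lost it without DMSO replicate 2 (0.0683) or ML-792 replicate 3 (0.236), and the ribosomal proteins without DMSO replicate 1 (0.782) or ML-792 replicate 2 (0.622, downward). The mitochondrial list did so without DMSO replicate 2 (0.697), DMSO replicate 3 (0.0646), DNR replicate 3 (0.052) or ML-792 replicate 1 (0.828), and the study genes without DMSO replicate 2 (0.0683), DMSO replicate 3 (0.128), DNR replicate 3 (0.0538), ML-792 replicate 2 (0.0946) or ML-792 replicate 3 (0.0923). Adjusted over the list alone, the immediate early list held 2 genes that were higher and 1 lower, the anti-apoptotic list 1 higher and 1 lower, the MYC list 1 higher and the study genes 2 higher. Deviations from group means were shared between libraries of the same replicate number in this comparison. With replicate number as a block 22 genes rose and 3 fell, among them all 11 of the genes called without it, MYC passed (log2 1.07, adjusted p = 0.0015) and the study genes did not (adjusted p = 0.0726). The count of 10 fell to 4 without DMSO replicate 1, where the call of CLEC5A ended (adjusted p = 0.0623), to 6 without DMSO replicate 2, ML-792 replicate 1 or ML-792 replicate 2, and to 3 with replicates 2 and 3 only. Without ML-792+DNR replicate 2, MYC passed (adjusted p = 0.0471). The authors' deposited table held 18 higher and 3 lower genes, and they included the 11 called here.

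**Figure D1:**
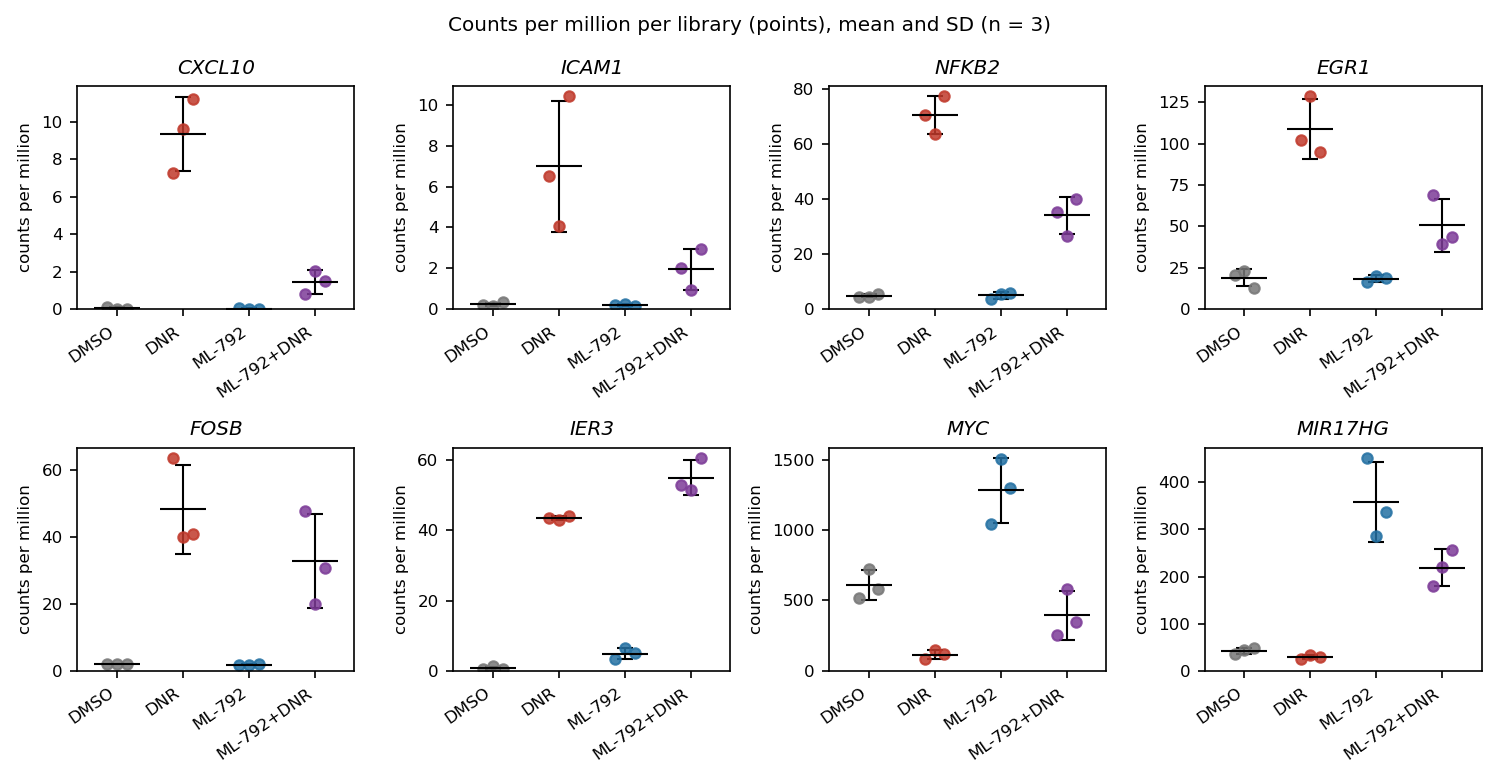
CPM (y axes, starting at 0) of 8 genes in each of the 12 libraries, by treatment group (x axes), with points for libraries, horizontal bars for the mean of 3 replicates and error bars for the SD. MIR17HG is higher in both groups that received ML-792, while CXCL10 has a mean of 9.34 CPM in DNR and 1.44 CPM in ML-792+DNR.

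The comparison of ML-792+DNR with ML-792 gives the effect of DNR in cells whose SUMO attachment was blocked. CXCL3 rose by a log2 of 4.67 ± 0.22 (adjusted p = 1.33e-07), EGR3, a zinc finger transcription factor, by 5.62 ± 0.30 (adjusted p = 1.86e-07), JUN by 4.29 ± 0.31 and NFKB2 by 2.77 ± 0.18 (adjusted p = 8.51e-07). CXCL10 had 153 counts against 2, a ratio of 79.7 after depth (95% counting interval 21.7 to 664). MYC fell from 1283 ± 231 to 393 ± 172 CPM (SD, n = 3; log2 −1.71 ± 0.27 (SE), adjusted p = 0.000525), NFE2, a transcription factor of blood cells, from 11.6 to 0.858 CPM (log2 −3.73 ± 0.34), and GATA2, a regulator of blood progenitors, by a log2 change of −2.15 ± 0.20. In all 504 genes rose and 364 fell, and the authors' deposited table held 504 higher and 352 lower genes. The DNR calls made without ML-792 came from separate libraries, and 384 of their 557 higher genes and 228 of their 399 lower genes were called in the same direction here, against 20.5 and 10.6 if the lists were independent. With replicate number as a block 571 rose and 386 fell. Without ML-792+DNR replicate 1 the count that rose was 335, and with replicates 2 and 3 only 243 rose and 203 fell.

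In this comparison 18 of 31 NF-kB targets rose and 0 fell (median log2 1.22, camera adjusted p = 1.73e-09, adjusted p = 0.113 with an estimated correlation), 13 cytokine genes rose and 1, TNFSF14 (log2 −2.99), fell (0.000425, adjusted p = 0.18 with an estimated correlation), and 24 immediate early genes rose and 2, MYC and KLF6 (log2 −1.25, named after its value was seen), fell (7.31e-12, adjusted p = 0.0277 with an estimated correlation). BTG2 (log2 4.22 ± 0.27), CDKN1A (log2 3.23 ± 0.55), PLK2 (log2 2.45 ± 0.23) and PMAIP1 (log2 1.37 ± 0.07) rose among the p53 targets, and FAS (log2 1.04 ± 0.14) dropped under the 2-fold minimum without ML-792 replicate 1 (log2 0.97) or ML-792+DNR replicate 3 (log2 0.94). CDKN1A was again scarce (0.038 CPM in ML-792 and 0.39 CPM in ML-792+DNR), so the size of its rise is uncertain. Of 28 histone genes 8 fell, among them HIST1H4H (log2 −2.31 ± 0.39, adjusted p = 0.000751), all at low levels (list median −0.70, camera adjusted p = 0.0145, adjusted p = 0.548 with an estimated correlation). Much of this came from ML-792 replicate 2, where HIST1H4H had 2.894 CPM against 1.418 and 1.088 CPM in replicates 1 and 3. Without that library 4 histone genes fell, HIST1H1E (adjusted p = 0.0694) and HIST1H4A (adjusted p = 0.124) were not called and the list did not pass (adjusted p = 0.0607), nor did it without ML-792+DNR replicate 2 (0.0929). Without ML-792+DNR replicate 1, 5 fell, and without ML-792 replicate 1, 12 fell. Of the mitosis genes 6 fell, CENPA (log2 −1.62 ± 0.18) among them (list median −0.48, camera adjusted p = 1.23e-07, adjusted p = 0.268 with an estimated correlation). Adjusted over the list alone, 14 cytokine genes were higher and the other counts named here were the same.

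Against DMSO, ML-792+DNR asks what the drugs do together, and IER3 reached 55.1 ± 4.88 CPM (SD, n = 3; log2 6.31 ± 0.30 (SE), adjusted p = 7.64e-08). CXCL3 (log2 4.87 ± 0.22), JUN (log2 4.46 ± 0.31), FOSB (log2 4.02 ± 0.30), TNFAIP3 (log2 3.56 ± 0.19) and NFKBIA, the inhibitor of NF-kB (log2 3.03 ± 0.16, adjusted p = 1.08e-07), rose. CCR1 (log2 −3.70 ± 0.29), TAGAP (log2 −3.39 ± 0.36) and the oxysterol receptor GPR183 (log2 −2.38 ± 0.43) fell. MYC stood at 393 ± 172 CPM against 609.5 ± 105 in DMSO, which was not called (log2 −0.63 ± 0.27, adjusted p = 0.0813). It was called without ML-792+DNR replicate 2 (log2 −1.04, adjusted p = 0.004). In all 538 genes rose and 350 fell, against 521 and 337 in the authors' deposited table, and with replicate number as a block 616 rose and 384 fell. With replicates 2 and 3 only 270 rose and 226 fell. Of the NF-kB targets 16 rose and 0 fell (camera adjusted p = 1.38e-08, adjusted p = 0.123 with an estimated correlation), and of the immediate early genes 24 rose and 1, KLF6 (log2 −1.16, named after its value was seen), fell (8.33e-12, adjusted p = 0.0237 with an estimated correlation). The interferon list held 1 lower gene against 0, and the histones 1 lower against 5, when adjusted over the list alone. With replicate number as a block the anti-apoptotic list (camera adjusted p = 0.0431, adjusted p = 0.178 with an estimated correlation) and the hypoxia list (camera adjusted p = 0.043, adjusted p = 0.256 with an estimated correlation) no longer passed (adjusted p = 0.079 and 0.0505). With a library left out the former did not pass without DMSO replicate 2 (0.051), ML-792 replicate 3 (0.0541) or ML-792+DNR replicate 2 (0.0674), and the latter without DMSO replicate 2 (0.0562), DMSO replicate 3 (0.0606), ML-792+DNR replicate 1 (0.0615) or ML-792+DNR replicate 2 (0.0719).

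The comparison of ML-792+DNR with DNR asks how blocking SUMO attachment alters the transcripts of DNR-treated cells. CXCL10, ICAM1, NFKB2 and EGR1 were among the genes that were lower with ML-792, and MYC and MIR17HG were among those that were higher. CXCL10 fell from 9.34 ± 1.99 to 1.44 ± 0.639 CPM (SD, n = 3; log2 −2.67 ± 0.40 (SE), adjusted p = 0.0127), ICAM1 from 7.0 ± 3.2 to 1.95 ± 0.997 CPM (log2 −1.86 ± 0.38, adjusted p = 0.04), NFKB2 from 70.5 ± 6.79 to 34.0 ± 6.76 CPM (log2 −1.05 ± 0.16, adjusted p = 0.0127) and EGR1 from 109 ± 17.9 to 50.8 ± 16 CPM (log2 −1.10 ± 0.22, adjusted p = 0.0391). MYC rose from 115 ± 32.1 to 393 ± 172 CPM (log2 1.78 ± 0.28, adjusted p = 0.0127) and MIR17HG from 29.6 ± 3.87 to 219 ± 38.7 CPM (log2 2.89 ± 0.18, adjusted p = 6.52e-06). In all 13 genes rose and 14 fell. CCL4 (log2 −3.44 ± 0.52), EGR2 (log2 −2.58 ± 0.49), CXCL8 (log2 −1.32 ± 0.25), BCL3 (log2 −1.65 ± 0.34), TRAF1 (log2 −1.23 ± 0.26), CXCL3 (log2 −1.05 ± 0.17), HIVEP1 (log2 −1.02 ± 0.13) and SDC4 (log2 −1.002 ± 0.17) were among those that fell, and RGS16 (log2 1.28 ± 0.16), MIR503HG (log2 1.38 ± 0.22), PLD6 (log2 1.10 ± 0.17), GATA2 (log2 1.04 ± 0.20) and CA2 (log2 1.03 ± 0.14) among those that rose. IER3 (log2 0.34 ± 0.21, adjusted p = 0.552), FOSB (log2 −0.56 ± 0.25, adjusted p = 0.354) and CTCF (log2 −0.29 ± 0.10, adjusted p = 0.218) were not called, and PMAIP1 (log2 −0.48 ± 0.07, adjusted p = 0.00936) stayed under the 2-fold minimum.

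Of the genes named in this comparison only MIR17HG stayed called with each of the 12 libraries left out. Without DNR replicate 3, 1 gene rose and 0 fell, and the adjusted p was 0.062 for CXCL10, 0.0552 for RGS16, HIVEP1 and CA2, 0.0733 for CCL4, MYC, NFKB2, CXCL3, PLD6 and MIR503HG, 0.0642 for EGR2, 0.0861 for SDC4, 0.0987 for EGR1, 0.151 for CXCL8, 0.173 for BCL3, 0.186 for GATA2, 0.187 for TRAF1 and 0.19 for ICAM1. Without DNR replicate 1, 4 rose and 4 fell, without ML-792+DNR replicate 2, 7 rose and 2 fell, without ML-792+DNR replicate 3, 7 rose, and without ML-792+DNR replicate 1, 5 fell. The 14 that fell became 9 without DMSO replicate 1, DMSO replicate 3 or ML-792 replicate 2, and 8 without DMSO replicate 2 or DNR replicate 2. With replicates 2 and 3 only, 1 rose and 1 fell, and with the libraries of this comparison alone, 5 rose and 3 fell. Scaling by library size alone ended the calls of BCL3 (adjusted p = 0.0577), CXCL8 (0.0526), GATA2 (0.0588), ICAM1 (0.0557) and TRAF1 (0.0597), with their directions kept. Deviations were shared between libraries of the same replicate number, and with replicate number as a block 24 genes rose and 28 fell, among them all 27 called without it. The authors' deposited table held 21 higher and 15 lower genes, and 24 of them were called here.

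Of the 31 NF-kB targets 0 rose and 4 fell, ICAM1, BCL3, TRAF1 and NFKB2 (list median −0.45, camera adjusted p = 9.62e-17, adjusted p = 0.05 with an estimated correlation). When adjusted over the list alone, 7 fell. Of the cytokine genes 0 rose and 4 fell, CCL4, CXCL10, CXCL8 and CXCL3 (list median −0.38, camera adjusted p = 5.21e-05, adjusted p = 0.222 with an estimated correlation), and adjusted over the list alone 5 fell. Of the immediate early genes MYC rose and EGR2 and EGR1 fell (camera adjusted p = 0.013, adjusted p = 0.44 with an estimated correlation). In this list 2 genes were higher and 2 lower when adjusted over the list alone, and 1 hypoxia and glycolysis gene was higher. The study genes, not independent evidence, had 1 that rose and 4 that fell (camera adjusted p = 0.000478, adjusted p = 0.05 with an estimated correlation). Small upward medians passed for cytosolic ribosomal proteins (0.12, camera adjusted p = 3.16e-08), primary granule genes (0.18, 0.00501), the MYC and ribosome biogenesis list (0.05, 0.00972) and mitosis genes (0.08, 0.0328), with adjusted p = 0.559, 0.559, 0.7 and 0.7 with an estimated correlation. The DNA repair list and the list of CTCF, cohesin and chromatin silencers (each camera adjusted p = 0.0485, adjusted p = 0.7 with an estimated correlation) had an adjusted p of 0.063 each with replicate number as a block. Both lost their calls without DMSO replicate 2 (adjusted p = 0.059 and 0.059), DMSO replicate 3 (0.0536 and 0.0536), DNR replicate 2 (0.12 and 0.2), ML-792 replicate 2 (0.0565 and 0.0565), ML-792 replicate 3 (0.0594 and 0.0526), ML-792+DNR replicate 1 (0.287 and 0.212) or ML-792+DNR replicate 3 (0.0666 and 0.153), and the former also without DMSO replicate 1 (0.0523) or DNR replicate 3 (0.0667). The immediate early list did not pass without DNR replicate 2 (0.0891), the granule list without DNR replicate 2 (0.103), the MYC list without DNR replicate 1 (0.0925), DNR replicate 3 (0.162) or ML-792+DNR replicate 2 (0.734), and the mitosis list without DNR replicate 1 (0.08), DNR replicate 2 (0.101) or ML-792+DNR replicate 3 (0.102). The NF-kB, cytokine and ribosomal protein lists and the study genes passed with any library left out.

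**Figure D2:**
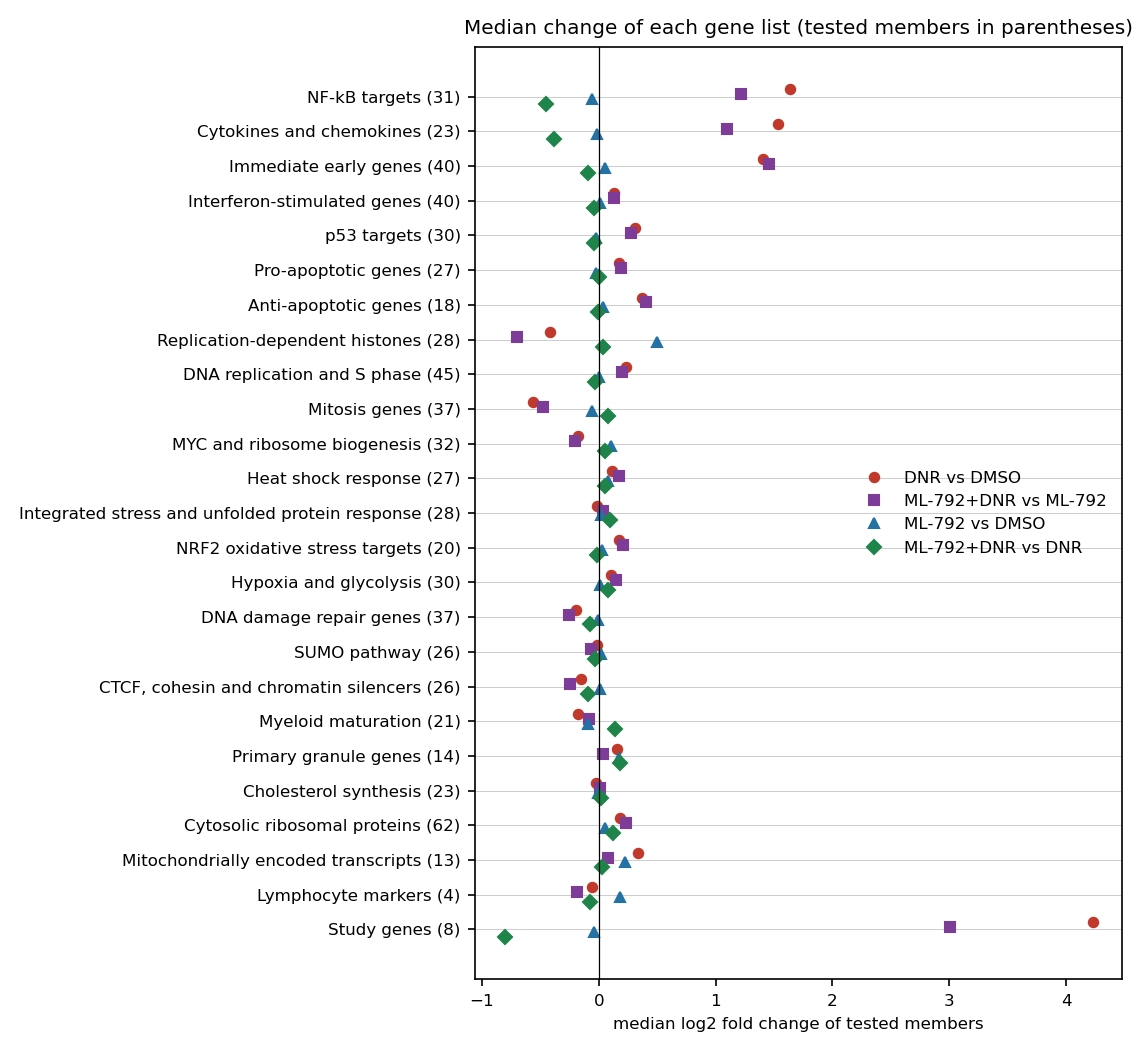
Median log2 fold change (x axis) of the tested members of 25 gene lists (y axis, tested members in parentheses) in 4 comparisons, each with its own symbol. The NF-kB targets lie at 1.64 in DNR vs DMSO, 1.22 in ML-792+DNR vs ML-792 and −0.45 in ML-792+DNR vs DNR.

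The interaction, the DNR change with ML-792 minus the DNR change without it, tests whether DNR acts differently when SUMO attachment is blocked. NF-kB targets responded less to DNR with ML-792 as a group, with 27 of 31 tested members showing a negative difference (median log2 −0.48, camera adjusted p = 6.13e-17, adjusted p = 0.0482 with an estimated correlation). With any of the 12 libraries left out camera passed (adjusted p of at most 2.8e-09), while with an estimated correlation the list passed only without DNR replicate 1 (adjusted p = 0.0362), ML-792 replicate 1 (0.0424) or ML-792+DNR replicate 3 (0.00825). Single genes did not pass. IER3 had a difference of −2.47 ± 0.38 (SE, adjusted p = 0.226), NFKB2 −1.11 ± 0.25 (adjusted p = 0.715), ICAM1 −1.62, EGR1 −1.05, CXCL10 −1.41, FOSB −0.44, CTCF −0.26 and MYC 0.70 (all adjusted p = 0.999). For IER3 the difference went with a higher level in ML-792 (4.87 CPM) than in DMSO (0.722 CPM). Its level in ML-792+DNR (55.1 CPM) was not below that in DNR (43.6 CPM, log2 0.34 ± 0.21). NFKB2 was lower in ML-792+DNR (34.0 CPM) than in DNR (70.5 CPM). edgeR called 0 genes higher and 0 lower, with 493 at an unadjusted p below 0.05, while DESeq2 called 1 higher and 5 lower, limma voom 0, and edgeR without a count filter 2 higher and 9 lower. IER3 passed with DESeq2 (adjusted p = 4.77e-08), without a count filter (adjusted p = 1.47e-09), without DMSO replicate 2 (adjusted p = 0.0113) and without ML-792 replicate 1 (adjusted p = 0.022). NFKB2 passed with DESeq2 (adjusted p = 0.0272) and without a count filter (adjusted p = 0.0038), and EGR1 without a count filter (adjusted p = 0.00553). The step for IER3 from 0.226 to 1.47e-09 is too large for a change in the number of genes tested. The fit itself thus changed without the filter, for a reason that was not tested, so passing there is weak support for a difference. Adjusted over the list alone, 6 NF-kB targets, 1 cytokine gene and 3 study genes were lower, and the immediate early and the anti-apoptotic list each held 1 higher and 3 lower genes. In data simulated at this depth the test called 34.3% of genes given a 2-fold interaction and 82.8% of those given a 4-fold one. It also called 5 unchanged genes there.

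A further measure asks how far ML-792 moved DNR-induced changes back toward DMSO. Of the 557 genes that DNR raised, 427 (76.7%) were lower in ML-792+DNR than in DNR, 12 of them called, and of the 399 that DNR lowered 303 (75.9%) were higher, 6 of them called. The median change of the raised genes was 1.58 without and 1.38 with ML-792, and of the lowered genes −1.33 and −1.11. The ratio of the medians over all 956 genes, signed by direction, was 0.842, with 0.856 ± 0.0421 (SD) over the 3 replicate numbers. These genes were chosen on the DNR libraries, which pulls the ratio down, and simulated data with equal changes gave 0.959 ± 0.013 (SD, 5 draws) and mean shares of 54.2% and 55.9%. Without ML-792+DNR replicate 2 the ratio was 0.944 and the shares were 55.6% and 63.2%. With genes called in a pair of replicate numbers and measured in the held-out number the shares were 73.0% and 67.3% and the ratio 0.869 ± 0.0188 (SD, n = 3). With genes called in ML-792+DNR vs ML-792, which pulls it up, the shares were 55.8% and 48.1% and the ratio 0.999. With 568 higher and 379 lower genes called on the mean of both DNR-treated groups against both groups without DNR, a selection added after those values were seen, the shares were 68.1% and 63.1% and the ratio 0.914. Repeated without ML-792+DNR replicate 2 that selection gave a ratio of 1.075, and without ML-792 replicate 3 one of 0.9997. With all libraries the 18 NF-kB targets had a ratio of 0.723 and the other 929 genes one of 0.918.

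**Figure D3:**
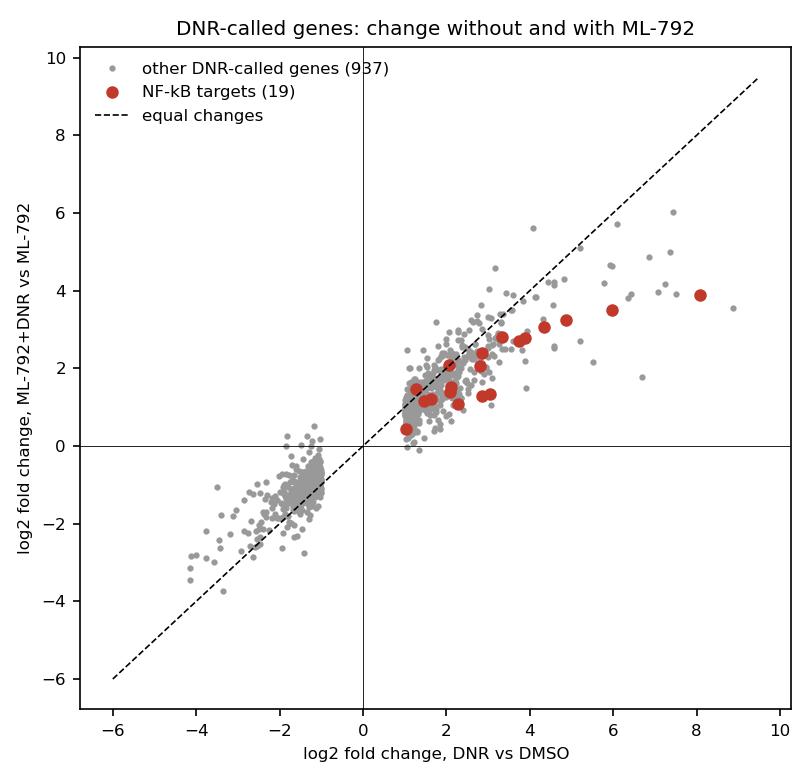
Log2 fold change in DNR vs DMSO (x axis) and in ML-792+DNR vs ML-792 (y axis) of the 956 genes called in DNR vs DMSO, with red points for 19 NF-kB targets, grey points for 937 other genes and a dashed line of equal changes. Of the NF-kB targets 17 lie below the line, and 723 of the other genes are closer to 0 with ML-792.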

Values the study reported

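The study reported 552 genes raised and 380 lowered by DNR relative to mock-treated HL-60 cells. It reported 21 genes changed by ML-792 alone, 18 of them up and 3 down. For 36 genes the change induced by DNR was altered more than 2-fold when SUMOylation was inhibited. The authors' deposited table holds the same number, 36 genes (21 higher and 15 lower), in ML-792+DNR vs DNR. That comparison is of levels in DNR-treated cells and not of DNR changes.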

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

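The length tests and the tests of the shrinkage of DNR-induced changes were planned, except that the selection on both DNR-treated groups was chosen after a related result was seen, as were its tests with a library left out and on NF-kB targets, and that a comparison within groups was added to the length tests after their values were seen.

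The difference of the DNR change with and without ML-792 passed camera for 11 lists. The NF-kB targets (median log2 −0.48, adjusted p = 6.13e-17, adjusted p = 0.0482 with an estimated correlation) also passed with an estimated correlation, while fry, which does not compare a list with other genes, gave an adjusted p of 0.0552. With a library left out, the NF-kB targets passed with an estimated correlation in 3 of 12 fits (adjusted p from 0.00825 to 0.245). The study genes (−1.08, 4.08e-07, adjusted p = 0.0111 with an estimated correlation, fry 0.00169) were chosen by the study in part on these samples, so their values are no independent evidence of a difference. The cytokine genes (−0.29, 0.00379), immediate early genes (−0.16, 0.00379) and anti-apoptotic genes (−0.11, 0.0136) responded less by median, with adjusted p = 0.418, 0.317 and 0.125 with an estimated correlation. The histones (−0.33, 0.0462), SUMO pathway genes (−0.06, 0.0463), the list of CTCF, cohesin and chromatin silencers (−0.10, 0.00202) and mitochondrially encoded transcripts (−0.24, 0.0407) had negative medians, and mitosis genes (0.10, 0.00426) and cytosolic ribosomal proteins (0.071, 0.00305) positive ones, all with adjusted p = 0.751 with an estimated correlation. With a library left out, a setting chosen after seeing the data, camera passed in every case for the NF-kB targets and study genes and not for the other 9 lists. The cytokine genes (0.0888), immediate early genes (0.0697) and anti-apoptotic genes (0.0697) did not pass without ML-792 replicate 3, nor the chromatin list without ML-792 replicate 1 (0.0537). The ribosomal proteins lost the call without DMSO replicate 2 (0.187), ML-792 replicate 1 (0.156), ML-792 replicate 3 (0.143) or ML-792+DNR replicate 1 (0.195), and the mitosis genes without DMSO replicate 1 (0.0868), DMSO replicate 3 (0.193) or ML-792 replicate 2 (0.501). The histones lost it without DMSO replicate 1 (0.191), DNR replicate 3 (0.41), ML-792 replicate 2 (0.636), ML-792 replicate 3 (0.185), ML-792+DNR replicate 1 (0.0724) or ML-792+DNR replicate 2 (0.55), and the mitochondrial transcripts without DMSO replicate 2 (0.378), DNR replicate 1 (0.819, direction reversed), ML-792 replicate 1 (0.566), ML-792+DNR replicate 2 (0.836) or ML-792+DNR replicate 3 (0.155). The SUMO pathway list did so without DMSO replicate 2 (0.12), DMSO replicate 3 (0.162), DNR replicate 2 (0.15), ML-792 replicate 1 (0.22), ML-792 replicate 2 (0.121), ML-792+DNR replicate 1 (0.0893) or ML-792+DNR replicate 3 (0.181).

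Reads with more than 1 alignment, which no comparison used, made up 28.5% ± 0.46 of records in the 6 libraries with DNR (lowest 28.0%) and 27.0% ± 0.21 in the 6 without (highest 27.2%), a difference of 1.53 percentage points. It was positive in all 6 pairs of the same replicate number (0.8 to 2.15 points; labels exchanged within pairs, 64 arrangements, two-sided exact p = 0.0312), a test chosen after a permutation that ignores the pairs had given p = 0.0022 over 924 splits. The 6 pairs come from only 3 replicate numbers, and the 64 arrangements treat them as independent, so this p-value may be too low.

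The DNR-induced changes were smaller with ML-792, with a ratio of 0.842 over the 956 genes. Choosing genes by a chance peak in the DNR libraries does not account for it, since the held-out ratio plus 2 SD was 0.906. The use of DNR vs DMSO to choose genes stays open as a cause of much of it. Genes chosen on ML-792+DNR vs ML-792 and measured in the held-out number gave 0.966 ± 0.0129 (SD), a form added after seeing the data. The held-out ratio of genes chosen on DNR vs DMSO was 0.869. Genes chosen on both DNR-treated groups gave 0.950, 0.905 and 0.927 in replicates 1, 2 and 3 (mean plus 2 SD 0.972). With the other scalings the ratio was at most 0.841. That value is no test of scaling, since a shift common to all genes moves raised and lowered genes oppositely and largely cancels in the ratio. Without ML-792+DNR replicate 2 the ratio was 0.944, near the 0.959 ± 0.013 (SD, 5 draws) of simulated data with equal changes, but a single library enters only 1 replicate number, and the held-out ratios were 0.877, 0.847 and 0.882, so it is not the whole cause. With genes chosen on both DNR-treated groups a single library stays open. The ratio was 1.075 without ML-792+DNR replicate 2 (1.032 with a replicate block) and 0.9997 without ML-792 replicate 3 (0.987 with a block). It was 0.953 without all of replicate number 2. For the 18 NF-kB targets of that selection the ratio was at most 0.747 with any library left out and lay below that of the other genes in each replicate number (difference −0.296 ± 0.0964 (SD), −0.103 with 2 SD added), so neither a single library nor a change of equal size in all genes accounts for theirs.

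Transcripts of long genes tended to be lower in DNR than in DMSO, with a median log2 change of 0.12 in the fifth of genes with the shortest genomic span and −0.13 in the fifth with the longest. If DNR lowered them, the rank correlation across genes should be below −0.1 in each same-numbered pair, and the weakest was −0.105. If transcript length were the cause, its correlation within each of 3 bins of span should be as strong as that of span over all genes (−0.198). It was weaker (−0.064 to −0.16). Over all genes, however, transcript length had −0.188, nearly as strong as span. The weaker values within bins therefore do not go against transcript length as the cause. With transcript length ranked out the span kept −0.108, just over the 0.5 of its size that would go against that cause (0.554 ± 0.0732 (SD) over replicate numbers), and correlations between replicates of a single group, which differ in number, reached a size of 0.28 (median 0.158 over 12 pairs), a comparison added after the values were seen. Same-numbered pairs of ML-792+DNR vs ML-792, from separate libraries, gave −0.331, −0.236 and −0.237, those of ML-792 vs DMSO 0.053, −0.015 and −0.172, and those of ML-792+DNR vs DNR, which all received DNR, −0.271, −0.220 and −0.321. What DNR would need was thus met in 6 of 6 pairs, but DNR is not the only difference that goes with length, and transcript length as a further cause stays open.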

How the results depend on the processing

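Replicates 2 and 3 only and the gene selections called added were chosen after seeing the data; counts below are genes higher and lower, and causes were not tested unless stated. DESeq2 gave 18 and 3 in ML-792 vs DMSO, 21 higher in ML-792+DNR vs DNR and 1 and 5 in the interaction. Without a count filter, which tests more genes and also changed the fit of the interaction, these were 24 and 3, 26 higher, and 2 and 9. Genes with a mean of at least 1 CPM, fewer of them, gave 332 higher in DNR vs DMSO, 307 in ML-792+DNR vs DMSO, 300 in ML-792+DNR vs ML-792 and a ratio of the DNR changes of 0.896. With replicate number as a block ML-792 vs DMSO had 22 and 3, ML-792+DNR vs DNR 24 and 28 and the interaction 1 lower, and for lists the myeloid genes passed in DNR vs DMSO (adjusted p = 0.0476) while histones and the SUMO pathway no longer passed in the interaction (0.0523 each). The groups of the comparison only, which cannot be used for the interaction, gave 2 lower in ML-792 vs DMSO and 5 and 3 in ML-792+DNR vs DNR, and limma voom 2 lower in the former. With no fold minimum, a looser rule, the counts were 1953 and 2155 (DNR vs DMSO), 25 and 8 (ML-792 vs DMSO), 2328 and 2515 (ML-792+DNR vs DMSO), 35 and 67 (ML-792+DNR vs DNR) and 2237 and 2389 (ML-792+DNR vs ML-792), and at 1.5-fold 1004 and 995, 21 and 5, 1069 and 1136, 22 and 28, and 1037 and 1035. Replicates 2 and 3 only, with fewer samples, gave 304 and 264, 3 higher, 270 and 226, 1 and 1, and 243 and 203 in the same order, with 78.8% of DNR-lowered genes moved toward DMSO and a ratio of 0.785. Other selections gave shares of DNR-raised and DNR-lowered genes moved toward DMSO and ratios as follows: held-out number 67.3% for lowered genes; ML-792+DNR vs ML-792 55.8%, 48.1% (reversed) and 0.999, by construction favouring the ML-792+DNR change; its added held-out form 58.4%, 53% and 0.966; the added choice on both DNR-treated groups 68.1%, 63.1% and 0.914; genes with the largest DNR changes 83.2% and 87.0%. Leaving out each library gave 400 to 674 and 303 to 458 in DNR vs DMSO, 4 to 14 and 1 to 1 in ML-792 vs DMSO, 385 to 700 and 274 to 478 in ML-792+DNR vs DMSO, 1 to 12 and 0 to 13 in ML-792+DNR vs DNR (lowest without DNR replicate 3), 335 to 705 and 271 to 476 in ML-792+DNR vs ML-792 and 0 to 0 and 0 to 1 in the interaction (1 without DMSO replicate 2 or ML-792 replicate 1). The shares ranged from 55.6% to 85.6% and 63.2% to 84.1%, and the ratio from 0.742 to 0.944, the shares lowest and the ratio highest without ML-792+DNR replicate 2. Median-of-ratios size factors and library size only left each of these counts within 1.5 times. For named genes, 4640 values with a library left out kept the side of the threshold, 165 lost and 7 gained the call, and with DESeq2 394, 4 and 2 did. For lists, an estimated correlation kept 82 results and ended 68 calls, fry kept 119, ended 27 and added 4, and without genes another list holds 127 kept, 12 ended, 2 were added and 3 reversed, the anti-apoptotic list in DNR vs DMSO (adjusted p = 0.752), ML-792+DNR vs DMSO (0.575) and ML-792+DNR vs ML-792 (0.582). With a library left out, also chosen after seeing the data, 1673 list results kept their side, 95 lost and 30 gained the call and 2 reversed, ribosomal proteins in ML-792 vs DMSO (5.31e-06 to 0.782, reversed at 0.622 without ML-792 replicate 2) and mitochondrial transcripts in the interaction (9.48e-08 to 0.836, reversed at 0.819 without DNR replicate 1). Depth limits low transcripts: CXCL10 had 2 counts in ML-792 and 6 in DMSO.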

Other observations

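The tests on genes that ML-792 moved in DNR-treated cells were chosen after the result was seen, and the splits of the libraries were planned.

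The 13 genes higher in ML-792+DNR than in DNR were also higher in ML-792 than in DMSO in each replicate number (13 of 13 in every one, median log2 0.95), 4 of them called there, while 48.3% of all tested genes were higher there. MIR17HG, CA2, SERPINB2 and SPRY4 were the called ones, the last pair named after their values were seen. A candidate explanation is that ML-792 raises this set with or without DNR. Of the 14 genes lower in ML-792+DNR than in DNR, 8 had at least 10 counts in each DMSO library, NFKB2, EGR1 and CXCL3 among them. Of these 7, 7 and 4 were lower in ML-792 than in DMSO in replicates 1, 2 and 3, and 0 were called. Their median log2 change was −0.138 without DNR against −1.08 with it, and −0.151 ± 0.162 (SD) over the replicate numbers, or −0.474 with 2 SD taken off, which does not reach 0.5 of the fall with DNR (−0.539). These genes were chosen for a fall with DNR, which can enlarge the −1.08 and the limit of −0.539 taken from it. No held-out value was measured. Their interaction differences in the main fit were all negative (−0.291 to −1.251), but none passed (adjusted p from 0.544 to 0.999). The measured fall was thus smaller without DNR, but a fall with ML-792 regardless of DNR stays open for these genes. FILIP1L, named after its values were seen, had −0.938 without DNR and −1.229 with it. The others, CXCL10, CCL4 and ICAM1 among them, had fewer than 10 counts in at least 1 DMSO library, too few to show a fall.

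Other splits of the 6 libraries were compared with the real ones. In each comparison of 3 libraries with 3, 1 of 10 splits, the real one, called as many genes. The real and the highest other counts were 956 and 0 for DNR vs DMSO, 11 and 1 for ML-792 vs DMSO, 888 and 0 for ML-792+DNR vs DMSO, 27 and 0 for ML-792+DNR vs DNR and 868 and 0 for ML-792+DNR vs ML-792, and 10 splits are too few for a share under 0.05. Each other split also mixes both treatments in each group, so a treatment effect widens the spread there and lowers the count. The low counts of the other splits therefore say little about chance. Where replicate numbers pair the libraries, the 3 other splits that part all pairs called 0 at most, and ML-792 vs DMSO reached 1 only in a split that keeps pairs together. For the interaction the real count was 0, which every split reaches (45 of 45, highest other 0), so these splits say nothing about chance.

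ML-792 alone changed 11 genes at the thresholds of the study with edgeR. That is lower than the value quoted from the study above. With DESeq2, the tool named in the submitters' notes, 18 rose and 3 fell, and the difference was gone.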
